A study of Mus musculus with 96 samples. Its data were reported in "Quantitative analysis of chromatin interaction changes upon a 4.3 Mb deletion at mouse 4E2" (2015).

How the data were processed

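PE-4Cseq, a chromosome conformation capture assay with paired-end reads, counts ligation products between 1 chosen restriction fragment, the viewpoint, and the other fragments of the genome. Here it was run on mouse embryonic fibroblasts (MEFs) from crosses between the 129S5 and C57Bl6 strains. MEF lines 129S5E71 and 129S5E98, here E71 and E98, carried an engineered deletion in band 4E2 of the 129S5 copy of chromosome 4. Lines E117 and E118, named in the same way, were undeleted controls. Each line gave 1 library per allele and viewpoint, so the 96 libraries form 48 groups of 2. Df is the deleted 129S5 chromosome and +DBl6 the intact C57Bl6 chromosome of the same cells. +129 and +Bl6 are the 129S5 and C57Bl6 chromosomes of the control lines. Groups, viewpoints and lines were read from the labels. Viewpoints 1 and 2 lie upstream of the deletion, viewpoints 3 to 10 inside it, and viewpoints 11 and 12 downstream.

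For the count files, the authors assigned each read pair to an allele from a strain polymorphism in the viewpoint read. They aligned the trimmed interacting read with bowtie to a database of HindIII fragments of the mm9 (NCBI37) genome, kept unique matches and summed reads per fragment. The deposited values are raw read counts per HindIII fragment of chromosome 4, without a background model, smoothing or scaling. Each count file lists 48320 fragments. Their ends matched all 48319 HindIII sites of chromosome 4 in the NCBIM37 reference, plus the chromosome end at 155630120, so coordinates and genes of that build were used directly. Another 16 deposited tables list regions of differential contact probability, 1 table per viewpoint and comparison. Per the authors' methods these regions came from a bias-corrected and smoothed contact probability, and were kept where a Mann-Whitney test was significant in both biological replicates. The region tables hold a start and an end, and no direction, size of change or p-value. The step that joined neighbouring regions was not described in the methods, and gene expression and imaging data were not analysed here.

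The viewpoint fragment was the fragment with the most reads inside the 0.1 Mb that each label names. Reads within 20 kb of it were left out of the window counts and of the shares in the deleted interval and on the far flank. The 129S5 share at viewpoints inside the deletion used all chromosome 4 reads, and the exponent used distances from 1 kb. The deleted interval was located as the interval between 148 and 155 Mb that best separated Df from +129 fragment counts pooled over the 4 viewpoints outside the deletion. On simulated deletions this search missed a boundary by at most 8.36 kb. It was also run without each of the 4 viewpoints in turn, to measure that viewpoint's shares in an interval found without its libraries. Shares of reads in single libraries are given with Wilson intervals at 95% confidence. PCR reads here carry no molecular identifiers, so these intervals cover counting error only.

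Libraries of each viewpoint were first compared on fragments far from the viewpoint. A pair of replicate libraries with a correlation of log reads above 0.9 at shared fragments was taken as 1 set of captured molecules read again. For the windows, its counts were added up and entered as 1 library. For the exponent, the slopes of its 2 libraries were averaged and entered as 1 value. This step and its limit of 0.9 were not part of the design and were set after the libraries had been seen. The fit with all libraries as labelled is given as an added alternative.

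Reads were summed in 80 kb windows. Windows with at least 10 reads in at least 50% of the libraries were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM scaling), separately for each viewpoint. The Benjamini-Hochberg adjustment ran over all windows of a comparison, with a threshold of 0.05. The 4 comparisons were Df against +129, +DBl6 against +Bl6, +129 against +Bl6, and the difference between the changes on both alleles. The fits were tested on simulated counts with 200 changed windows per comparison. For Df against +129, 0% of 4-fold and 6.5% of 16-fold changes were recovered. The shares were 1% and 8% for +DBl6 against +Bl6, 4% and 12% for +129 against +Bl6, and 0% and 0.5% for the difference of both changes. The simulation used the dispersion fitted at each viewpoint, the spread of libraries beyond counting noise. For +129 against +Bl6 its median was 9.77e-05 at viewpoint 10 and 1.12 to 2.86 at the others. The 4% and 12% were not split by viewpoint, so they do not measure recovery without viewpoint 10. Unchanged simulated windows had an unadjusted p under 0.05 in 3.65% to 6.02% of cases. Levels in named windows and regions are given in RPM, the reads scaled to the library size outside the viewpoint zone. For windows the scaling includes the TMM factor. Windows named in the text are the 3 with the smallest adjusted p in each comparison, among those past the threshold with the same sign in both replicate pairs or lines. For the deposited regions, the longest of each comparison at the viewpoints outside the deletion is named. The region with the greatest change was not named, because the tables give no size of change.

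The share of reads on the far flank of the deletion was taken from the deletion end to the chromosome end for viewpoints 1 and 2. For viewpoints 11 and 12 it was taken over the 5 Mb upstream of the deletion. The expected share used the fall-off of +129 reads with distance in 10 bins per decade, at the distance left after the deletion. On simulated data the ratio of observed to expected shares came out between 0.980 and 1.06. Groups of 2 against 2 were compared by an exact two-sided permutation test, whose smallest possible p is 0.333.

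The local scaling exponent was the slope at 100 kb of a smoothing spline through log10 contact against log10 distance, from 1 kb to 10 Mb. Contact was (reads + 1) per base of the fragment, with fragments under 5 reads set to 0, and distances across the deletion were shortened in Df. Exponents were compared with limma 3.58.1 over the 16 rows of viewpoint and comparison, with Benjamini-Hochberg adjustment. The design did not fix the smoothness of the spline. The first fit used a penalty set by cross-validation. It gave slopes from -10.2 to 4.91 over the 64 values, 19 of them above 0. The spline was then set to 4 degrees of freedom, because of how slopes were recovered in 72 simulated sets. All 72 sets simulated viewpoint 12 without a deletion, and the setting was used for every viewpoint. The 3 simulated slopes were all less steep than the real Df slopes of viewpoint 12, -1.66 and -1.64 in lines E71 and E98. Recovery of such slopes across a deletion was not simulated. Slopes of the real libraries at several degrees of freedom had been seen when that choice was made. The median absolute error in the simulated sets was 0.0833 with 4 degrees of freedom, 0.0795 with 3, 0.0795 with 5, 0.103 with 6, 0.155 with 8, 0.394 with 12 and 0.111 with cross-validation. The largest absolute error was 0.413 with 4 degrees of freedom and 1.66 with cross-validation. All of these settings are given as added alternatives.

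Joined Df and +DBl6 regions of the deposited tables were compared with 100000 circular shifts of one set along the chromosome. The direction of reads inside each deposited region was compared between both replicate pairs, against 1000 shifts.

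The alternatives fixed before the data were examined were other scalings, DESeq2 1.42.0 in place of edgeR, other read minimums, windows of 40 and 160 kb, a minimum of 5 reads per fragment, captured fragments in place of reads, thinning to the shallowest library of a viewpoint and comparison, a viewpoint zone of 100 kb, and a replicate block. They also held a Mann-Whitney rule modelled on the study's in each replicate pair, a straight-line fit of the exponent and leaving out each replicate in turn. The Mann-Whitney rule had the added condition of the same sign in both pairs. The study tested bias-corrected contact probabilities past a minimum signal difference, and the rule here tested fragment counts scaled by depth. Per the authors' methods, PCR products of E71 and E117 were purified with a column kit and those of E98 and E118 with magnetic beads. The pairs of lines thus mark a purification batch, which was the replicate block of the comparisons between genotypes. Each batch holds 1 library per arm, so no test within a batch was possible. Window deviations of libraries of the same batch correlated at -0.0584 to 0.0504 at viewpoints 1, 2 and 12. At viewpoint 11, where lines E71 and E117 share molecules, they correlated at 0.488 and 0.477. For comparisons between alleles of 1 line, the MEF line is a true pairing, since both libraries come from the same cells. Deviations of +129 and +Bl6 windows of 1 line from their group means correlated at 0.249, 0.141, 0.333 and 0.00139 at viewpoints 1, 2, 11 and 12. For Df and +DBl6 the correlations were 0.148, 0.267, 0.276 and -0.00175.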

Results

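The files hold 96 allele-specific PE-4Cseq libraries of chromosome 4, with 2 MEF lines for each of 4 chromosomes at each of 12 viewpoints. They contained from 444 to 3969613 chromosome 4 reads, with a median of 657955. Captured fragments, those with at least 1 read, numbered from 105 to 8360 per library. The 16 Df libraries of viewpoints 3 to 10, whose viewpoint lies inside the deletion, held 845 to 31156 reads. The pair of libraries of line E117 at viewpoint 10 held 444 and 1255 reads. The remaining 78 libraries held 64058 to 3969613 reads.

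**Figure D1:**
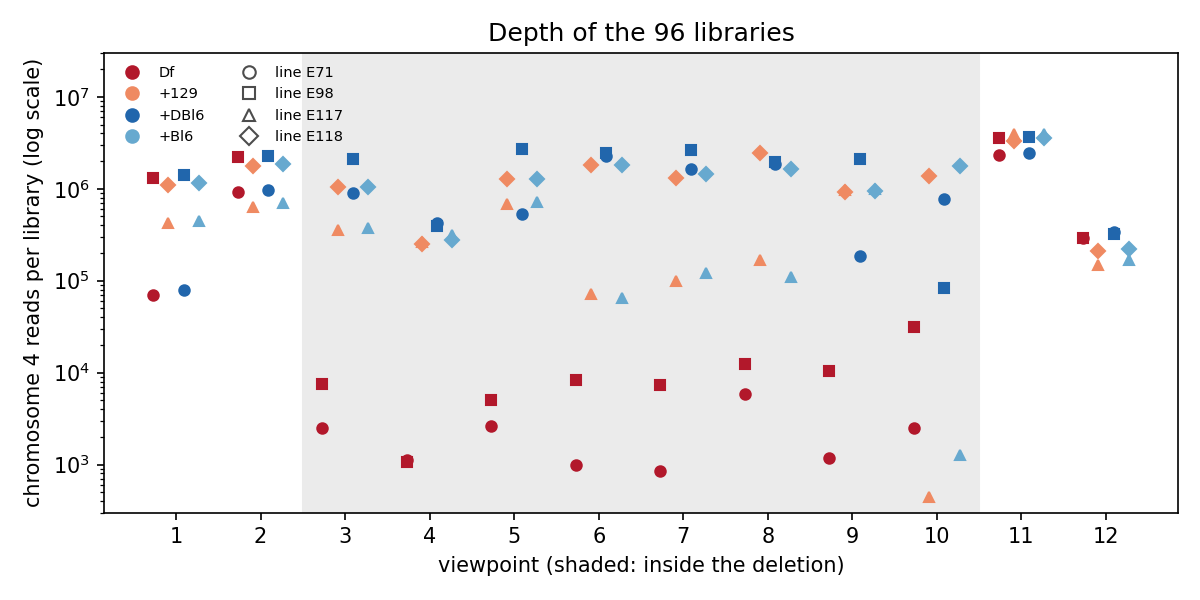
Total chromosome 4 reads of each library (log axis) by viewpoint. Colours mark the chromosome and symbols the MEF line, and 1 point is 1 library. Df libraries inside the deletion hold at most 31156 reads, and the line E117 libraries of viewpoint 10 hold 444 and 1255.

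Replicate libraries were compared before they were averaged. In 6 replicate pairs, reads at shared distant fragments correlated at 0.937 to 0.971, and 75.0% to 87.1% of the fragments of the smaller library were shared. These were lines E71 and E98 of +DBl6 at viewpoints 4, 6, 7 and 8, and lines E117 and E118 of +129 and of +Bl6 at viewpoint 9. Another 32 replicate pairs correlated at 0.00427 to 0.289 and shared 10.5% to 44.1%, with Df at deleted viewpoints left out. The +129 and +Bl6 pairs of viewpoint 10 shared 7 and 22 distant fragments, too few for a correlation. Chi-square per degree of freedom was 1.30 to 74.8 in the 6 pairs (median 2.80) and had a median of 95.4 in the 32. The 6 pairs thus shared captured molecules, with read counts that differed by more than sampling noise, and each was counted as 1 library. Libraries of different groups also shared molecules. At viewpoint 11, Df of line E71 and +129 of line E117 correlated at 0.690, and +DBl6 of line E71 and +Bl6 of line E117 at 0.716. At viewpoint 10, Df of line E98 and +129 of line E118 correlated at 0.567, and +DBl6 of line E98 and +Bl6 of line E118 at 0.562. Values of viewpoints 10 and 11 that use these libraries carry this limit, on both alleles.

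Loss of reads from the deleted interval was measured first, because it checks the labels. The interval found in the counts was chromosome 4 from 150083826 to 154411694 in mm9, 4.33 Mb with 1108 HindIII fragments and 79 annotated genes, 48 of them protein-coding. At viewpoint 1, the interval held 0.371% ± 0.0267 (SD, n = 2) of Df reads outside the viewpoint zone, against 7.29% ± 0.189 in +129. At viewpoint 2 the shares were 0.168% ± 0.0894 and 2.80% ± 0.533 (SD, n = 2 each). At viewpoint 11 they were 0.726% ± 0.149 and 4.82% ± 4.40, and at viewpoint 12 they were 0.267% ± 0.121 and 12.2% ± 0.134. Every Df value lay below every +129 value at these 4 viewpoints, and the exact permutation p was 0.333 at each, the smallest that 2 lines against 2 allow. The interval was chosen to separate Df from +129 reads of these same viewpoints, so a lower Df share inside it follows in part from that choice. Located from the other 3 viewpoints each time, the interval was the same, and so were the shares. On the intact allele, +DBl6 held 7.16% ± 0.806, 2.63% ± 0.990, 7.18% ± 0.749 and 11.1% ± 0.171 at viewpoints 1, 2, 11 and 12, against 7.51% ± 0.286, 2.85% ± 0.0800, 7.06% ± 0.0960 and 11.9% ± 0.646 in +Bl6 (SD, n = 2 each). Both +DBl6 values lay below both +Bl6 values at viewpoint 12 (exact permutation p 0.333), and at the other 3 viewpoints the values overlapped. The +129 library labelled line E117 at viewpoint 11 held 1.71% (Wilson 95% interval 1.66% to 1.76%), against 7.94% in line E118. The ratio of 129S5 to C57Bl6 in the interval was 24.0% for this library. It was 86.8% to 114% for the other control libraries and 1.62% to 12.5% for the Df lines. Values of +129 at viewpoint 11 rest on this library and on line E118. Counting captured fragments in place of reads moved the Df share most, to 3.40%, 6.22%, 6.41% and 3.43% at the 4 viewpoints.

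**Figure D2:**
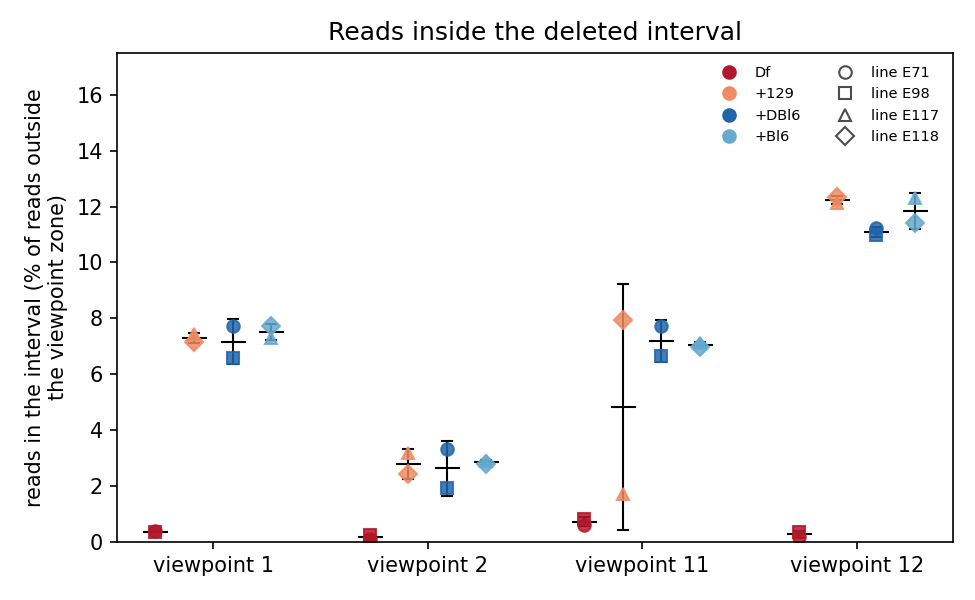
Percentage of reads outside the viewpoint zone that fall in the deleted interval, for the 4 viewpoints outside it. Points are libraries, with the chromosome as colour and the line as symbol. Black bars give the mean and SD of 2 libraries. Df points lie at or below 0.831%, and the +129 library labelled line E117 at viewpoint 11 lies at 1.71%.

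The 129S5 share of reads at viewpoints inside the deletion measures reads given to a chromosome that lacks the viewpoint. In lines E71 and E98 the share ranged from 0.0442% to 27.3% over 16 libraries, with a median of 0.316%. Without viewpoint 10 of line E98 it ranged up to 0.632%. The share at viewpoint 10 of line E98 was 27.3% (Wilson 95% interval 27.0% to 27.5%). Control lines, with both copies present, had shares of 26.1% to 60.6% and a median of 49.0%. Counted as captured fragments, the median of lines E71 and E98 was 13.7%.

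The comparison of Df with +129 asked where contacts of the deleted chromosome changed. Of 3322 windows of 80 kb at viewpoints 1, 2, 11 and 12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0, and 95 had an unadjusted p under 0.05. DESeq2 moved this count most, to 24 windows, 10 higher and 14 lower. With the purification batch as a block, E71 with E117 and E98 with E118, edgeR called 2 windows, both lower in Df. At this depth and replication, simulated 16-fold changes were called in 6.5% of windows, so a change of that size in most windows would not have been detectable.

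The comparison of +DBl6 with +Bl6 asked whether contacts of the intact homologue changed in cells with the deletion. Of 10119 windows at 12 viewpoints, the same test called 14, all of them higher in +DBl6, and 581 had an unadjusted p under 0.05. Viewpoint 7 gave 10 of the calls, viewpoint 1 gave 2, and viewpoints 2 and 9 gave 1 each. At viewpoint 7 the +DBl6 arm, and at viewpoint 9 the +Bl6 arm, is a single library after shared libraries were added up. The spread between lines was not measured in that arm, and calls of viewpoints 7 and 9 carry this limit. The sign was the same in both replicate pairs in 13 of the 14 windows, but at viewpoints 7 and 9 the pairs share the molecules of 1 arm, so their signs were not independent there. Scaling by total reads in place of TMM gave 13 windows, 9 higher and 4 lower. The Mann-Whitney rule modelled on the study's moved the count most, to 590 of 10662 windows, 78 higher and 512 lower. With the pairs crossed, E71 against E118 and E98 against E117, it gave 294, 140 higher and 154 lower. Counting captured fragments gave 0 windows, with 257 at an unadjusted p under 0.05. The purification batch as a block could be fitted at the 7 viewpoints without shared libraries, where edgeR called 4 of 6588 windows, 3 higher and 1 lower. Without the block, 2 of the same 6588 windows passed when the adjustment ran over these windows alone, both higher.

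The window with the smallest adjusted p lay at 153520001 to 153600000, 0.132 Mb from viewpoint 9, over the protein-coding genes Wdr8, Tprgl and Megf6. It was higher in +DBl6 by 0.70 on the log2 scale (SE 0.0842). It held 137748 and 139080 RPM in lines E71 and E98, against 85260.5 in the summed +Bl6 library. At viewpoint 7, the window from 101600001 to 101680000, 50.8 Mb away over Gm12794, Gm12790 and Gm12789, was higher by 10.47 (SE 1.54). The summed +DBl6 library held 15744.8 RPM there, against 0 in line E117 and 17.2 in line E118. Of the +DBl6 reads of this window, 100% in line E71 and 99.98% in line E98 lay on 1 fragment. The window from 150080001 to 150160000 of viewpoint 7, without a protein-coding gene, was higher by 9.04 (SE 1.53). It held 14234.8 RPM, against 0 and 47.3, with 99.9% and 99.8% of the reads of lines E71 and E98 on 1 fragment. None of these 3 windows passed the threshold when captured fragments were counted or when all libraries entered as labelled. The window of viewpoint 9 also fell short with at least 100 reads and with the 5-read minimum, at log2 changes of 0.860 and 0.633.

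The comparison of +129 with +Bl6 in control lines gives the background between undeleted chromosomes. Of 10636 windows at 11 viewpoints, edgeR called 401, 206 higher and 195 lower in +129. Of these, 395 came from viewpoint 10, where both line E117 libraries are nearly empty, and 6 from viewpoint 6. The median dispersion fitted at viewpoint 10 was 9.77e-05, against 1.12 to 2.86 at the other viewpoints. The small adjusted p-values of its windows rest on that value. The sign was the same in both lines in 17 of the 401 windows. Without viewpoint 10, 0 of 9930 windows were called, with 302 at an unadjusted p under 0.05. With the MEF line as a block, which pairs the alleles of the same cells, 19 windows were called. The 3 windows with the smallest adjusted p and the same sign in both lines all belong to viewpoint 10 and had 0 reads in +129 of line E117. They started at 122320001 (9530002B09Rik, log2 change -3.48), 111520001 (Slc5a9, Skint8 and Skint7, -3.09) and 142720001 (Prdm2, -3.09), with edgeR adjusted p of 9.46e-35, 9.6e-26 and 2.28e-24.

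The difference between the changes on both alleles was tested at the 4 viewpoints outside the deletion. Of 2941 windows, edgeR called 1, and 102 had an unadjusted p under 0.05. It lay at 110000001 to 110080000 of viewpoint 1, with a difference of -9.97 on the log2 scale (SE 2.08, edgeR adjusted p 0.00488). Its sign was not the same in both lines, so it falls outside the naming rule and was chosen after its values were seen. With the MEF line as a block 0 windows were called, and 58 had an unadjusted p under 0.05.

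The share of reads on the far flank addresses contacts across the deletion, whose flanks are closer in Df. At viewpoint 2 this share was 3.00% ± 0.388 in Df and 1.55% ± 0.623 in +129 (SD, n = 2 each), 1.93-fold higher. Both Df lines lay above both control lines, and the exact permutation p was 0.333, the smallest possible. At viewpoint 1 the shares were 4.73% ± 0.468 and 5.35% ± 0.222 (0.884-fold), with both Df lines below both control lines. At viewpoint 11 they were 8.91% ± 1.63 and 6.64% ± 2.41 (1.34-fold), with overlapping values and an exact permutation p of 0.667. Without the library labelled line E117 the ratio there was 1.81. At viewpoint 12 they were 6.11% ± 0.144 and 5.91% ± 0.0286 (1.03-fold). On the intact allele, the +DBl6 share over that of +Bl6 was 1.07, 0.899, 0.969 and 0.885 at viewpoints 1, 2, 11 and 12, with overlapping values and an exact permutation p of 0.667 at each. The ratio of Df at viewpoint 2 was 2.70 without +129 of line E117. Captured fragments gave ratios above 1 for Df at viewpoint 1 (1.25) and for +DBl6 at viewpoints 2, 11 and 12 (1.43, 1.34 and 1.16). Capped fragment counts gave 0.985 and 0.993 for Df at viewpoints 11 and 12, and a target of 2 Mb gave 1.60 for Df at viewpoint 12.

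Observed shares were also set against the share expected from the +129 fall-off at the shortened distance. For Df lines E71 and E98 the ratios were 3.06 and 3.52 at viewpoint 1, 3.83 and 3.19 at viewpoint 2, 1.48 and 1.14 at viewpoint 11, and 0.507 and 0.490 at viewpoint 12. The same ratio in the +129 lines themselves, without a deletion, was 1.41 to 1.49 at viewpoint 1, 1.96 to 3.51 at viewpoint 2, 0.783 to 1.33 at viewpoint 11 and 0.926 to 0.933 at viewpoint 12. The expected share therefore did not describe the far flank of viewpoints 1 and 2 in control lines either. With a fall-off that never rises with distance, Df at viewpoint 1 fell below +129, at 2.53 and 2.92 against 3.63 and 3.42.

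**Figure D3:**
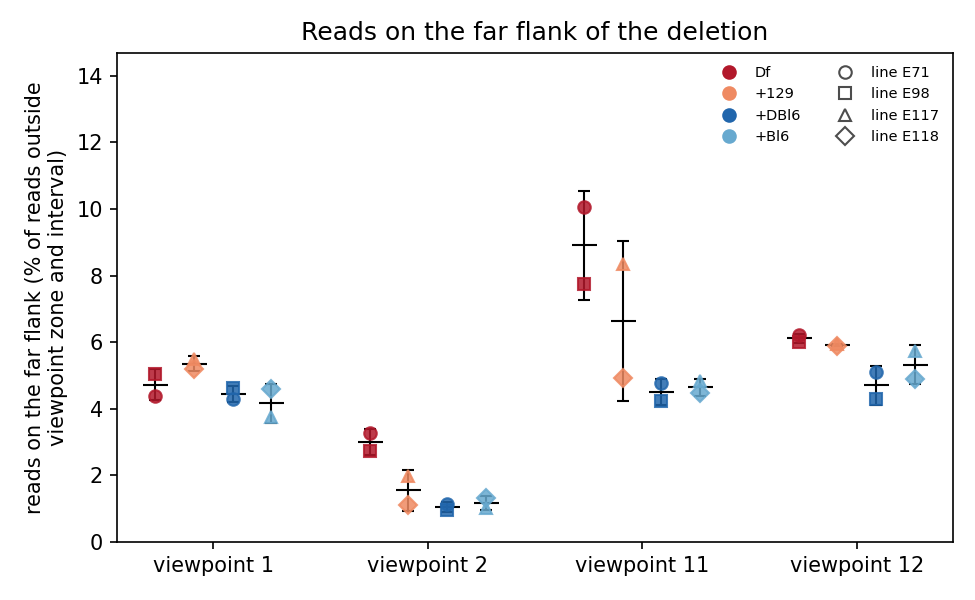
Percentage of reads, outside the viewpoint zone and the deleted interval, on the far flank of the deletion. Points are libraries, with the chromosome as colour and the line as symbol, and black bars give the mean and SD of 2 libraries. At viewpoint 2 both Df points, with a mean of 3.00%, lie above the +129 points, with a mean of 1.55%.

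The local scaling exponent is the slope of log contact against log distance at 100 kb, and a lower value means a steeper fall-off. At viewpoint 12 it was -1.65 ± 0.0109 in Df and -1.14 ± 0.00742 in +129 (SD, n = 2 each). The difference of -0.507 (SE 0.0629) had a limma adjusted p of 0.0216 and was the only one of 4 Df viewpoints past the threshold. This call depended on the smoothness of the spline. The difference passed the threshold with 4, 5 and 6 degrees of freedom. It did not with 3, 8 or 12, where it was -0.472, -0.248 and -0.186. With 5 and 6 degrees of freedom, Df at viewpoint 11 also passed, with differences of -0.307 and -0.358 and limma adjusted p of 0.0228 and 0.0345, and with 5 so did viewpoint 2 (-0.214, limma adjusted p 0.0228). Under the penalty set by cross-validation, the fit as first written, it was -0.250 (limma adjusted p 0.808), and viewpoint 1 was the only Df call, with a difference of 5.81. On the viewpoint's own side of the deletion it was -0.271 (limma adjusted p 0.330). The other Df differences were 0.0269 at viewpoint 1, -0.152 at viewpoint 2 and -0.188 at viewpoint 11, with limma adjusted p of 0.870, 0.232 and 0.232. A straight line through binned reads put 3 Df viewpoints past the threshold, 1, 2 and 12.

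For +DBl6 against +Bl6, 0 of 12 viewpoints passed the threshold and 1 had an unadjusted p under 0.05. That was viewpoint 7, with a difference of -0.473 and a single +DBl6 value, the mean slope of 2 libraries that share molecules. With the purification batch as a block, viewpoints 2 and 3 passed the threshold, with differences of -0.178 and -0.185 and a limma adjusted p of 0.0481 each, lower in both batches. At viewpoint 12 the exponents were -1.22 ± 0.0210 and -1.07 ± 0.0303 (SD, n = 2 each), a difference of -0.153 with a limma adjusted p of 0.232. The difference between the changes on both alleles at viewpoint 12 was -0.354 (SE 0.0396, limma adjusted p 0.000943 over 4 viewpoints). That fit took both alleles of each MEF line as independent libraries, and none with the line as a block was run. Its p-value thus does not allow for the pairing. Under the penalty set by cross-validation the difference was 0.0384 (limma adjusted p 0.868).

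**Figure D4:**
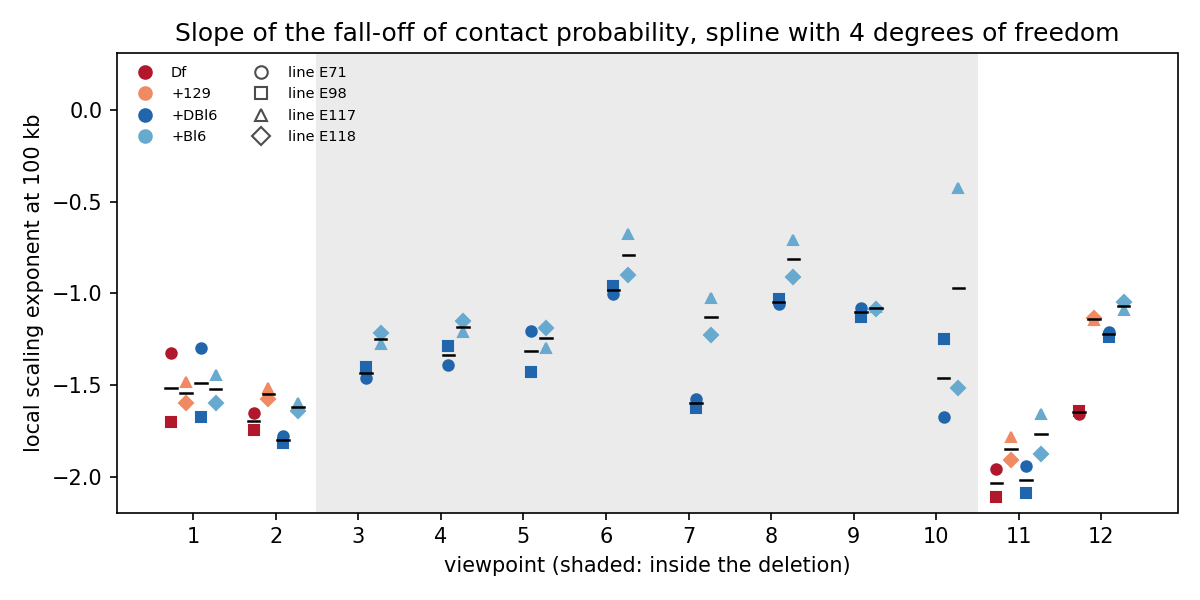
Local scaling exponent at 100 kb by viewpoint, from a spline with 4 degrees of freedom. Points are libraries as labelled, with the chromosome as colour and the line as symbol, and black bars are group means. At viewpoint 12 the Df points have a mean of -1.65 and the +129 points a mean of -1.14.

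The authors' deposited tables list 973 regions for Df against +129 at viewpoints 1, 2, 11 and 12, which join into 608 regions over 35.0 Mb, or 22.5% of the chromosome. Of the joined regions, 20 were at least 160 kb long. For +DBl6 against +Bl6 at the same viewpoints, the authors' deposited tables list 849 regions, which join into 594 over 27.6 Mb, or 17.7%, with 8 of at least 160 kb. At the 8 viewpoints inside the deletion they list 3440 regions, which join into 1112 over 91.9 Mb, or 59.1%. Of the listed regions, 22, 29 and 227 lay before base 3000001, the first sequenced base of the chromosome, where no read can be placed. Of the 608 joined Df regions, 281 (46.2%) overlapped a +DBl6 region, and 11.9 Mb was shared. The median over 100000 circular shifts was 194 regions and 5.82 Mb. The permutation p was 0.00083 for the number and 1e-05 for the length, the smallest that these shifts can give. Requiring 50% of the shorter region gave 246 overlapped regions (permutation p 2e-05), and leaving out the chromosome beyond 140 Mb gave 238 of 539 (permutation p 0.0025). Without the unsequenced start of the chromosome, 277 of 588 Df regions overlapped 1 of 565 +DBl6 regions (permutation p 0.00177), and 11.9 Mb was shared.

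Reads inside the deposited regions were compared between both replicate pairs. The authors selected these regions from the same libraries for a difference in both replicates, so agreement between the pairs above that of shifted positions follows in part from that selection. For Df against +129 they moved the same way in both pairs in 62.9%, 70.8%, 54.4% and 73.0% of regions with a change at viewpoints 1, 2, 11 and 12. The permutation p over 1000 shifts was 0.004, 0.006, 0.436 and 0.002, and after Benjamini-Hochberg adjustment over 8 tests it was 0.0107, 0.012, 0.436 and 0.0107. For +DBl6 against +Bl6 the shares were 59.0%, 61.2%, 62.1% and 69.6%, with a permutation p of 0.038, 0.0619, 0.019 and 0.003, and adjusted values of 0.0507, 0.0707, 0.0304 and 0.0107. Among Df regions with the same sign in both pairs, 53, 25, 16 and 37 were higher and 74, 60, 96 and 47 lower. Among such +DBl6 regions, 27, 18, 34 and 26 were higher and 84, 67, 43 and 54 lower. These are directions of reads, since the region tables give no direction. At viewpoint 11 the libraries of the pair E71 with E117 share molecules on both alleles. The longest deposited Df region lay at 128255000 to 128521000 for viewpoint 11, 266 kb with the protein-coding genes Zscan20, Tlr12, Phc2, A3galt2 and Zfp362. It held 606 and 577 RPM in Df lines E71 and E98, against 294 in the library labelled line E117 and 2154 in line E118 of +129, so its direction differed between the pairs. The longest +DBl6 region lay at 117527000 to 117704000 for viewpoint 1, 177 kb with Slc6a9, Ccdc24, B4galt2, Atp6v0b, Dph2, Ipo13, Artn and St3gal3. It held 1359 and 1669 RPM in +DBl6, against 5733 and 3738 in +Bl6. Of the 14 +DBl6 windows called from the counts of the same libraries, 9 overlapped a deposited region of their viewpoint, as did 39.1% of all tested windows.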

Values the study reported

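The study described the 4E2 deletion as 4.3 Mb long. For viewpoints 1, 2, 11 and 12 it listed 84 differential regions of Df relative to +129, with a summed length of about 34 Mb, or about 22% of chromosome 4. At the same viewpoints it counted 63 differential regions of +DBl6 relative to +Bl6, which cover about 15 Mb (about 9.6% of the chromosome). Of the Df regions, 55 intersected a +DBl6 region, over about 9 Mb (about 6%). Both sets of regions had a minimum size of 160 kb. The study also reported different local scaling exponents for Df at viewpoints 11 and 12.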

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

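Of the tests in this part, those of viewpoint 10 and of viewpoint 12, and the spline settings, were chosen only after the results were seen, while the test of reads on 1 fragment was set beforehand.

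At viewpoint 10 of line E98, 27.3% of the allele-assigned reads were given to 129S5, on a chromosome that lacks this viewpoint. This drew attention because the other 7 viewpoints inside the deletion gave 0.184% to 0.625% in the same line. Misassignment of C57Bl6 reads to 129S5 at the rate of those viewpoints, at most 0.625%, is far below this share. Of the distant fragments with a 129S5 read in line E98, 94.2% were also captured in the 129S5 library of line E118, and 38.6% in the C57Bl6 library of line E98 itself. Line E117 gives no comparison here, because its libraries of viewpoint 10 are nearly empty. Shares of this kind reached 90.8% in line E71 (viewpoint 5), and reads at the shared fragments of lines E98 and E118 correlated at 0.567. A candidate explanation is that reads of the line E118 library entered the library labelled line E98. At the ratio of alleles in line E118, such reads would also make up 47.1% of the C57Bl6 reads of this library. The route was not tested, and at viewpoints 3, 5, 6, 7 and 8 of line E98, 69.7% to 87.9% of the few distant 129S5 fragments were likewise present in line E118. No biological explanation was tested, since the design gives none for reads from a deleted sequence.

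At viewpoint 12, the fall-off with distance was steeper in Df than in +129 by more than it was in +DBl6 relative to +Bl6. The difference between both changes in the local exponent was -0.354 (SE 0.0396, limma adjusted p 0.000943 over 4 viewpoints). This fit took the libraries of both alleles as independent, although they come in pairs from 4 MEF lines. No fit of this difference with the MEF line as a block was run, so the p-values here and below carry this limit. Total library depth as the whole cause is argued against by a remaining difference of -0.285 (limma adjusted p 0.00146). It was found after all 8 libraries of the viewpoint were thinned to 1 depth of total reads. The viewpoint fragment held 29.3% and 41.6% of Df reads, against 14.3% and 19.1% of +129 reads. On the other allele it held 24.9% and 35.3% of +DBl6 reads, against 12.5% and 17.7% of +Bl6 reads. Depth outside that fragment thus stayed unequal between genotypes, in the same direction on both alleles. Whether it contributed to the difference between both changes was not tested, and as a cause it stays open. On the viewpoint's own side of the deletion the difference between both changes was -0.109 (SE 0.101, limma adjusted p 0.987). With an SE above the 0.0396 of the main fit, this cannot show that the difference is absent there. A candidate explanation, which it leaves open, is the placement of fragments beyond the deletion at shortened distances. That placement is also how the deletion itself would act on contacts, and the test does not separate the geometry of the deletion from a wrong assumption about it. The choice of spline stays open as well. The difference was past the threshold with 3, 4 and 5 degrees of freedom, and not with 6, 8 or 12, a straight line or a penalty set by cross-validation, where it was 0.0384. An effect of the deletion on contacts of this viewpoint stays untested beyond this.

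In 1 window of viewpoint 1, at 110000001 to 110080000, the change of Df differed from that of +DBl6 by -9.97 on the log2 scale. Df held 7 and 8 reads there, against 542 and 197 in +129. +DBl6 held 227 and 0 reads, against 22 and 9 in +Bl6, so a rise of +DBl6 rests on line E71 alone, and in the pair of lines E98 and E118 both alleles fell. In +DBl6 of line E71, 99.1% of the reads lay on 1 of 2 fragments, so few captured molecules with many reads are a candidate explanation. Ordinary windows of that library also hold a median of 75.6% of their reads on 1 fragment, which keeps the test open. Counting captured fragments gave 0 windows, with 28 at an unadjusted p under 0.05. A change caused by the deletion on this allele cannot be told apart from such molecules with 2 lines per group.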

How the results depend on the processing

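The alternatives named in this part as without viewpoint 10 for +129 against +Bl6, without viewpoint 11, as labelled, the Mann-Whitney rule without a pseudocount, own side for the exponent, the penalty set by cross-validation, the other degrees of freedom, the interval located without a viewpoint, all 8 libraries thinned to 1 depth, without the unsequenced start and the difference of contrasts at viewpoint 12 were chosen after the data were seen. Where no other cause is named, the cause of a change was not tested.

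For Df against +129, 0 windows were called with at least 100 reads, 40 or 160 kb windows, the 5-read minimum, captured fragments, thinning, the wider zone, own side or without viewpoint 11, with 42 to 132 at an unadjusted p under 0.05. The count was 2 with DESeq2 size factors, 2 without TMM, 24 with DESeq2 and 3 without a filter. The Mann-Whitney rule gave 4, all higher in Df, and 12 without its pseudocount, all lower.

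For +DBl6 against +Bl6, the 14 windows became 491 with DESeq2 (135 higher, 356 lower) and 37 without a filter. They became 7 with at least 100 reads, 4 with 40 kb windows, 6 with the 5-read minimum, 0 with captured fragments (257 unadjusted) and 9 after thinning. The count was 1 with all libraries as labelled, where shared libraries count as replicates. The Mann-Whitney rule gave 590, and 31 without its pseudocount. Other scalings, 160 kb windows, the wider zone and leaving out viewpoint 10 or 11 gave 10 to 20. Of 31 values of the 3 named windows under alternatives, 23 kept their call, 8 fell short of the threshold with the same sign and 0 reversed.

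For +129 against +Bl6, the 401 windows became 77 with DESeq2, 810 without a filter, 114 with at least 100 reads, 262 with 160 kb windows and 1674 as labelled. They became 0 with the 5-read minimum (252 unadjusted), captured fragments (80), thinning (304) and without viewpoint 10 (302). The line E117 libraries of viewpoint 10 limit this comparison. Of 27 values of the named windows, 18 kept their call, 8 fell short with the same sign and 1 reversed, the window from 111520001 with captured fragments (0.0499 on the log2 scale). The 1 window of the difference between alleles became 11 with DESeq2. It became 0 without a filter (169 unadjusted), with at least 100 reads (23), 40 kb windows (107), the 5-read minimum (81), captured fragments (28) and thinning (74).

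With the purification batch as a replicate block, Df against +129 gave 2 windows and +DBl6 against +Bl6 gave 4 over 7 viewpoints. The block put 1 Df and 2 +DBl6 viewpoints past the threshold for the exponent. With the MEF line as a block, +129 against +Bl6 gave 19 windows and the difference between alleles 0 (58 unadjusted), and the 3 named windows of +129 against +Bl6 fell short of the threshold. The block changed no other call among the results fitted with it.

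Captured fragments raised the Df share of the deleted interval to 3.40%, 6.22%, 6.41% and 3.43% at viewpoints 1, 2, 11 and 12, and the median 129S5 share to 13.7%. The interval located without a viewpoint left the share of that viewpoint as it was. They changed the far-flank ratios to 1.25 for Df at viewpoint 1 and 1.36 at viewpoint 12, and for +DBl6 to 1.29, 1.43, 1.34 and 1.16 at viewpoints 1, 2, 11 and 12. Capped counts gave 0.732 for +DBl6 at viewpoint 11 and 0.993 for Df at viewpoint 12. For Df at viewpoint 12, the wider zone gave 1.10 and the 2 Mb target 1.60.

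Without 1 line at a time, the Df share of the interval ranged from 0.352% to 0.389%, 0.104% to 0.231%, 0.620% to 0.831% and 0.182% to 0.353% at viewpoints 1, 2, 11 and 12. Far-flank ratios for Df ranged from 0.822 to 0.945, 1.50 to 2.70, 1.07 to 1.81 and 1.02 to 1.05. For +DBl6 they ranged from 0.971 to 1.19, 0.795 to 1.03, 0.908 to 1.03 and 0.807 to 0.962. Exponent differences for Df ranged from -0.163 to 0.217, -0.199 to -0.104, -0.264 to -0.112 and -0.515 to -0.499. For +DBl6 at viewpoint 12 the range was -0.174 to -0.131. Window counts were not fitted in this way.

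For the exponent, Df viewpoints past the threshold numbered 3 with a straight line, 0 on the own side, and 0, 3, 2, 0 and 0 with 3, 5, 6, 8 and 12 degrees of freedom. For +DBl6 they numbered 1 with a straight line, 3 with 5 degrees of freedom and 1 with 6. At viewpoint 1 the Df difference reversed to -0.247 with a straight line and -0.122 after thinning, and rose to 5.81 under cross-validation. At viewpoint 2 it was -0.245 with a straight line, -0.214 with 5 degrees of freedom and reversed to 0.875 under cross-validation. At viewpoint 11 it was -0.307 and -0.358 with 5 and 6 degrees of freedom. At viewpoint 12 it fell short of the threshold at -0.250 under cross-validation, -0.271 on the own side, and -0.472, -0.248 and -0.186 with 3, 8 and 12 degrees of freedom. The difference between alleles at viewpoint 12 was -0.285 with all 8 libraries thinned to 1 depth, -0.210 with a straight line, -0.109 on the own side, -0.211, -0.118 and -0.0910 with 6, 8 and 12 degrees of freedom, and 0.0384 under cross-validation.

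Overlap of deposited regions stayed past the threshold under its 3 alternatives, with 277 regions overlapped without the unsequenced start of the chromosome. A minimum change of 10% was not run, because the tables give no size of change.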

Other observations

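Of the tests in this part, all but those of depth imbalance and of reads on 1 fragment were chosen only after the results were seen.

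The number of joined Df regions from the authors' deposited tables was 608. That is higher than the value quoted from the study above. The number of joined +DBl6 regions was 594. That is higher than the value quoted from the study above. The joined +DBl6 regions covered 27.6 Mb, or 17.7% of the chromosome. Both are higher than the values quoted from the study above. The number of Df regions that overlapped a +DBl6 region was 281, over 11.9 Mb. That number is higher than the value quoted from the study above, and neighbouring regions were not joined further here. The study's regions had a minimum size, and those counted here had none, so these numbers are not of like items. Of the joined regions here, 20 Df and 8 +DBl6 regions were at least 160 kb long. The joined Df regions covered 35.0 Mb, or 22.5% of the chromosome, and these totals lie near the values quoted above. The exponent of Df passed the threshold at 1 viewpoint. That is fewer than quoted from the study above, but the comparisons are not alike. The study's figure set Df against the average of the undeleted chromosomes of both genotypes, with error bars from its replicates. Here Df was set against the control chromosome of the same strain alone, with a limma test. The number here also depends on the smoothness of the spline. With 6 degrees of freedom 2 viewpoints passed, 11 and 12, and with 5 it was 3, viewpoints 2, 11 and 12.

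In 6 replicate pairs, libraries of both lines held the same captured molecules. Fragments that any library of a viewpoint captures are argued against as the cause, because, where enough fragments were shared, the same libraries correlated with libraries of the other genotype at no more than 0.137 for the same allele and 0.290 for the other allele. A candidate explanation is that 1 library, or its reads, entered both samples. Where this happened was not tested, and no biological explanation was tested. These pairs are not independent replicates, which leaves a single library in 1 arm at 5 of the 12 viewpoints of +DBl6 against +Bl6.

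The +129 library labelled line E117 at viewpoint 11 had few reads in the deleted interval. A deletion in line E117 itself is argued against by the ratio of 129S5 to C57Bl6 in the interval at viewpoints 1, 2 and 12, which was at least 98.6%. Reads of this library correlated with Df of line E71 at 0.690, against 0.0223 to 0.174 for 5 other pairs of 129S5 libraries. Molecules of the line E71 library in the library labelled line E117 are a candidate explanation. The C57Bl6 libraries of both lines, +DBl6 and +Bl6, correlated at 0.716 at this viewpoint. Values of viewpoint 11 that use these libraries carry this limit, both for Df against +129 and for +DBl6 against +Bl6.

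Df libraries held a few reads inside the deleted interval. In 8 of 8 libraries, fragments captured only in the C57Bl6 library of the same line carried 129S5 reads more often than fragments captured only in that of the other line (exact sign test p 0.00781). The shares were 3.77% to 45.1% and 1.37% to 17.0%. C57Bl6 reads given to the 129S5 allele are a candidate explanation.

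Of the +DBl6 windows above +Bl6, 7 lay over 1 Mb from the viewpoint. In the library with most reads, a median of 99.8% of the reads lay on 1 fragment, and 6 of the 7 windows held most reads on 1 fragment. Few captured molecules with many reads may explain such windows. Ordinary windows of these libraries held a median of 75.6% to 97.2% on 1 fragment, so this cannot be told apart from a real contact with these libraries.

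The Mann-Whitney rule adds a pseudocount of 1 to each fragment before scaling by depth. For +DBl6 against +Bl6 it called 590 windows with the pairs E71 with E117 and E98 with E118. It called 746 with lines of the same genotype set against each other, E71 with E98 and E117 with E118. Both of these pairs set the column batch against the bead batch, so batch can add to these calls. With 1 of them turned, E118 with E117, it called 684, 156 higher and 528 lower, 408 of the lower ones at viewpoint 10. With the genotype pairs crossed, E71 against E118 and E98 against E117, it called 294, 140 higher and 154 lower. Without the pseudocount it called 31, 37, 32 and 33 in the same order. For Df against +129, with the pseudocount, it called 4, 428, 144 and 129. Among the 590 calls, 7 of 7 viewpoints where both pairs were deeper in the same arm had most calls higher in the shallower arm. These were 466 of 510 windows (91.4%). A pseudocount divided by unequal depth is a candidate explanation for most calls of this rule as applied here. The deposited tables used a background model that was not rebuilt here, so this says nothing of them directly.

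The number of deposited +DBl6 regions per viewpoint was set against this depth imbalance, as 1 of 3 relations across 12 viewpoints. Pearson's r was 0.606 (permutation p 0.0356, adjusted 0.0534), Spearman's rho was 0.435 (permutation p 0.159), and r was 0.381 without the 2 viewpoints farthest from the median. The share of regions without reads gave r 0.0176 (permutation p 0.963, adjusted 0.963) and rho 0.334 (permutation p 0.289), and r 0.0924 without the 2 farthest. The number of calls of the Mann-Whitney rule gave r 0.853 (permutation p 0.00548, adjusted 0.0164) and rho 0.494 (permutation p 0.105). Without the 2 farthest r was 0.0316, so that relation rests on them. Depth imbalance may contribute to region numbers, and these data do not decide it. Viewpoints with shared libraries had a mean of 493 regions, against 261 at the 7 others (exact permutation p 0.0139 over 792 splits). Inside the deletion alone the means were 493 and 325 (exact permutation p 0.232 over 56 splits), so shared libraries cannot be told apart from the position of the viewpoint.

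Changes of both alleles in the same cells were compared under the true split of the lines and the other 2 splits. Viewpoint 11 was left out, because lines E71 and E117 share molecules on both alleles there, which favours the split that joins them. The correlation was highest under the true split at 1 of the other 3 viewpoints, viewpoint 2, at 0.277 against 0.164 and 0.251. A change that the deletion causes on both chromosomes cannot be told apart from differences between lines in this way, since with 3 splits no share can fall under 0.05. At viewpoints 1, 2 and 12, the 3 splits called 0 Df windows each, with 90, 164 and 94 at an unadjusted p under 0.05 of 2543. The second value belongs to E71 and E117 against E98 and E118, which is the split by purification batch. For +DBl6 the splits called 3, 1 and 1 of 2683, the true split first.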
